A study of Mus musculus with 12 samples. Its data were reported in "The METTL5-TRMT112 N6-methyladenosine methyltransferase complex regulates mRNA translation via 18S rRNA methylation" (2022).

How the data were processed

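Livers of 3 WT and 3 Mettl5 KO mice were compared, with 1 input and 1 RPF library from each mouse, 12 libraries in all. The knockout came from a floxed exon deleted in the whole body by CMV-Cre, on stem cells of a hybrid of the C57BL/6 and 129S6 strains, backcrossed to C57BL/6. Frozen livers were lysed with cycloheximide, which holds ribosomes on their transcripts. Part of each lysate was kept as input, and the rest was digested with micrococcal nuclease, after which monosomes were isolated on a sucrose gradient and protected fragments of footprint length were cut from a gel. Both kinds of RNA went through a single round of rRNA depletion. Sex and age of the 6 mice were not used here.

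The deposited input counts are whole numbers of read pairs per gene. The authors trimmed reads with BBDuk, aligned them to mm10 with STAR, kept uniquely mapped reads and counted them over exons with featureCounts, using the strand, so genes that overlap on opposite strands were told apart. Multimapping reads were dropped, which lowers counts of genes with near-identical copies such as the Mup family. For RPF, the authors used the first read, removed rRNA reads, mapped with RiboToolkit allowing mismatches but only a single location, and did not remove duplicates. The authors' deposited table of TE holds 12 columns of normalized values, a log2 fold change, a p-value and an adjusted p-value per gene, with the p-value absent for 5 genes. The signal in these columns, in the deposited table, is reads divided by one factor per library. No gene length enters it, although it was described as a length-normalized unit. In each of the 12 columns 100% of values were whole multiples of the value of 1 read, and in the 6 input columns the recovered reads equalled the input counts in 100% of genes. How the factors and the gene filter were set is not stated. No gene of the table has fewer than 1 read in any column, so genes without reads in some library are absent from the RPF and TE comparisons. Input was tested on the full count file, which holds them.

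Groups and litters were taken from the sample labels, which give mice of a litter the same number. No column of the files was left without a sample. Input was tested on the counts with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter, robust quasi-likelihood dispersions and genotype as the term. Standard errors of edgeR fold changes are the absolute log2 fold change divided by the square root of F. RPF and TE were tested with limma 3.58.1 (eBayes with trend and robust options) on log2(value + 1), over genes with a mean of at least 10 in the 6 input columns and in the 6 RPF columns. The model had 4 group means, and contrasts for the input change, the RPF change and their difference, the TE change. The design assumed normalized values for the table, and a count model was run beside it once whole reads were recovered. Fold changes on the log2(value + 1) scale understate changes of low genes. All p-values are two-sided, and adjusted p-values are from the Benjamini-Hochberg method. Sets were tested with camera at an inter-gene correlation of 0.01, with fry beside it.

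The genes named were fixed by rule before the data were examined. They were Mettl5, Ssb, Trmt112 and Thrsp, and in each comparison the 10 with the smallest p-value among those with an adjusted p under 0.05 and the same sign in 3 litters, or the 3 with the smallest p-value if none passed. A further gene fixed at that time is not reported here, and adjusted p-values over the fixed genes alone leave it out. The comparisons, tests, gene sets and most alternatives were also set before the data were examined.

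The shared numbers mark littermates, so the mice are paired. Deviations from the group means correlated across genes between littermates with 0.082, 0.127 and 0.100 in input and 0.242, 0.144 and 0.195 in RPF, for litters 1, 2 and 3. Mice of different genotype and litter had −0.117 to 0.017 in input and −0.239 to 0.081 in RPF. The study's methods state no litter term, so fits without the replicate block come first and the paired fit is given where it changes a call.

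Alternatives were RLE size factors, DESeq2 1.42.0, other filters, pseudocounts of 0.1 and 5, centred columns, the replicate block of litter, a block of mouse (TE per mouse), edgeR on whole reads, an adjusted p of 0.1, fry and leaving out each mouse. Chosen after the data were seen were RPF columns alone, removal of the 18S gene, the mitochondrial rRNA genes and Lars2 from library sizes, and removal of spline trends with CDS GC content and length, taken from the longest coding sequence of each gene in the reference annotation of mm10. CDS values were found for 99.9% of genes tested and for 44 of the 44 genes that passed in RPF.

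The fits were tested on simulated data with 200 genes changed by known folds. Counts were drawn independently for each gene and library, without a GC trend or effects shared by a litter or a mouse. The shares of recovered genes and of false calls hold for that setting, with 1 run per fit and fold. They need not hold for the real libraries. For 2-fold changes, edgeR on input recovered 38.5% (9787 genes run), limma on RPF 53.5% (8836 genes run) and limma on TE 2.5% (8854 genes run). For 4-fold changes the shares were 88% (9800 genes run), 91.5% (8854 genes run) and 81% (8851 genes run). Calls of unchanged genes were 9 of 86 and 22 of 198 in input, 6 of 113 and 4 of 187 in RPF, and 1 of 6 and 14 of 176 in TE, at 2-fold and 4-fold, so the share of false calls was above the adjusted p of 0.05 in every run but that of RPF at 4-fold.

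Lists of male-biased liver genes outside the Mup family, of female-biased liver genes, of growth hormone targets and the Mup family were written for tests described among the observations. Intervals are Wilson 95% intervals, and a count of 0 allows up to 3 counts. Both cover counting error only, since reads without molecular identifiers are not independent molecules.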

Results

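METTL5 is a methyltransferase that places N6-methyladenosine on 18S rRNA, and mice lacking it were used to ask whether its loss changes which transcripts of the liver are translated. Ribosome profiling was carried out on livers of 3 wild-type (WT) and 3 Mettl5 knockout (KO) mice, which formed 3 litters with 1 mouse of each genotype. Every liver gave an input library, which is RNA-seq of part of the lysate and measures transcript abundance, and a library of ribosome-protected fragments (RPF), the short RNA pieces that ribosomes shield from nuclease. The 12 libraries thus fell into 4 groups of 3. Translation efficiency (TE) is the ratio of RPF to input for a gene. Input libraries held 8326325 to 11825643 counted read pairs. The 18S rRNA gene annotated in the count table took 45.8% to 63.8% of them, Lars2 took 7.36% to 8.63% and the mitochondrial rRNA genes took 5.08% to 7.39%, which left 2077408 to 4745069 counts for all other genes. Over the 10607 genes of the table of normalized values, input libraries had 2398804 to 5121304 reads and RPF libraries 4623826 to 9184242 reads, with a median of 36 to 96 reads per gene in input and 61 to 111 in RPF. Pairs of libraries, of the same or of different genotype, correlated across genes with a Spearman rho of 0.951 to 0.966 in input. In RPF the range was 0.936 to 0.977, where genes are not independent replicates. No pair of replicates agreed within sampling noise, as 1 library deposited more than once would, with a chi-square per degree of freedom of 5.81 to 39.6. Each mouse was counted as a separate sample.

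The targeted gene was examined first in every library. Mettl5 (ENSMUSG00000051730) lies on chromosome 2 from 69871198 to 69885615 on the minus strand (mm10), where its end overlaps Ssb on the opposite strand (69861562 to 69871846). Input libraries of WT mice 1, 2 and 3 held 21, 18 and 12 Mettl5 counts, and those of KO mice 13, 7 and 5. The normalized input abundance was 2.06 ± 0.853 CPM (counts scaled to library size) in WT and 0.658 ± 0.0519 in KO (SD, n = 3). Its input log2 fold change was −1.59 (SE 0.46), with a p-value of 0.00351 that did not pass Benjamini-Hochberg adjustment over all genes in edgeR's quasi-likelihood test (adjusted p 0.999). RPF reads of Mettl5 numbered 67, 56 and 103 in WT and 12, 9 and 10 in KO, or 53.1 ± 5.30 against 7.81 ± 2.06 normalized reads (SD, n = 3). The RPF log2 fold change was −2.64 (SE 0.36, limma adjusted p 0.00504), a 6.24-fold lower value that was seen in 3 of 3 litters. Without KO mouse 2 it was −2.44 and did not pass (limma adjusted p 0.0519). The allele removes 1 exon, so reads from the remaining exons still counted toward the gene. The TE of Mettl5 changed by −1.16 on the log2 scale (SE 0.51), which did not pass adjustment (limma adjusted p 0.998). The RPF values went with the genotype label in each of the 6 mice.

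**Figure D1:**
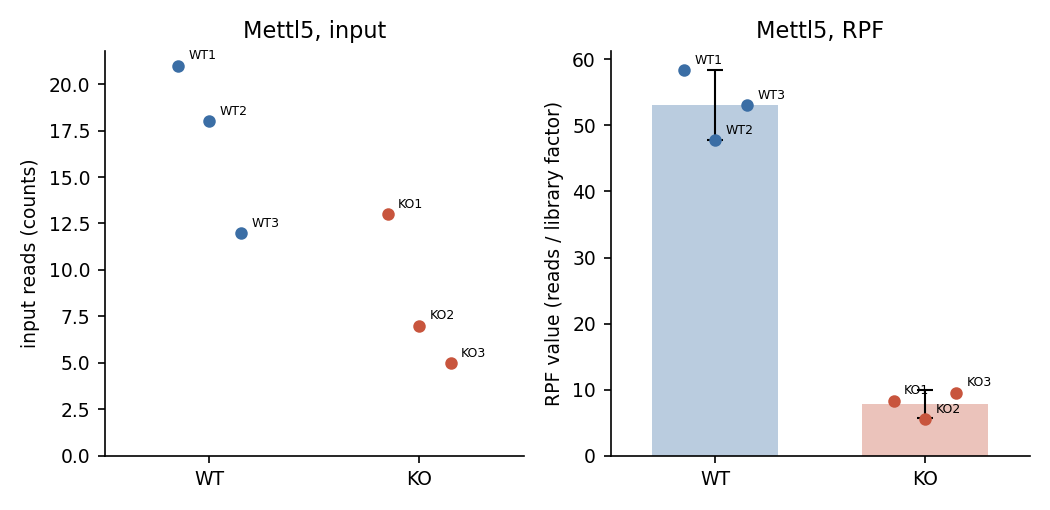
Mettl5 per library: points in the left panel are raw input counts, and in the right panel bars are means of RPF values (reads divided by one factor per library) with error bars of 1 SD over 3 mice, and points are mice. RPF values of the KO mice, with a mean of 7.81, all lie below those of the WT mice, with a mean of 53.1, whereas the input counts of the KO mouse with the deepest input library (13) exceed those of WT mouse 3 (12).

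Whether loss of METTL5 changed transcript abundance was tested on the input counts. Of 10057 genes tested, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and 348 had an unadjusted p under 0.05, where 503 would be so by chance. The biological coefficient of variation was 0.197. The alternative that moved this count most was testing without a count filter, which gave 30 genes. Leaving out KO mouse 2 gave 21 genes, leaving out KO mouse 3 gave 5 and leaving out WT mouse 3 gave 2. The paired fit with the replicate block of litter gave 2 genes, Mup20 (log2 fold change −1.37, edgeR adjusted p 0.00229) and Mbd1 (−1.41, adjusted p 0.0174). DESeq2 called 1 gene, Mup20 (adjusted p 0.00239). The limma fit of the normalized table, which is a different set of 8994 genes and shares its spread with the RPF libraries, called 2 genes in input, Ifi27 and Cyp2c67, each with an adjusted p of 0.0336. The genes of these small counts were named after their values were seen, except Ifi27 and Cyp2c67.

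None of the genes with the smallest input p-values passed adjustment in edgeR. Ifi27 (chromosome 12, 103434211 to 103440239) changed by −1.08 (SE 0.19, adjusted p 0.411) and was lower in KO in 3 of 3 litters. Cyp2c67 (chromosome 19, 39608842 to 39649051) changed by −0.84 (SE 0.16, adjusted p 0.439), again lower in 3 of 3 litters. Obp2a (chromosome 2, 25700043 to 25703326) had 12 to 14 counts in WT and 0 to 2 in KO. With each KO library set to the floor of 3 counts, this gene was 5.58-fold lower in KO, with an edgeR adjusted p of 0.439. This fold is not a strict lower bound, as the counting error of the WT counts and of KO counts above 0 is left out. Without a count filter, these 3 genes passed the threshold.

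Whether ribosome occupancy changed was tested on the RPF columns of the normalized table. Of 8994 genes tested with limma, 44 passed an adjusted p of 0.05, with 15 higher and 29 lower in KO, and 1205 had an unadjusted p under 0.05, where 450 would be so by chance. All 44 changed in the same direction in 3 of 3 litters, with absolute log2 fold changes of 0.62 to 2.64. In 41 of the 44, input changed in the same direction, and in 22 the input p was under 0.05 before adjustment. The paired fit with the replicate block of litter raised the count to 293 genes, 103 higher and 190 lower, and included all 44. The count depended on single mice. It was 0 without KO mouse 2, 226 without KO mouse 1, 9 without WT mouse 2, 11 without KO mouse 3, 16 without WT mouse 3 and 28 without WT mouse 1. A count model, edgeR on the whole reads recovered from the table, called 66 genes, 33 higher and 33 lower, which included all 44.

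RPF changes followed the GC content of the coding sequence (CDS). Across genes, the RPF log2 fold change had a Spearman rho of 0.455 with CDS GC content and of 0.0460 with CDS length, while the input log2 fold change had one of 0.0850 with GC content. The median CDS GC content was 57.9% for the 15 higher genes, 43.3% for the 29 lower genes and 52.6% for all genes tested. The slope of a library's RPF values on GC content, in log2 units per 10 percentage points and relative to the mean of the 6 RPF libraries, ran from −0.17 to −0.080 in WT and from −0.0086 to 0.28 in KO. It was higher in the KO mouse of each of the 3 litters. After the trend with GC content was removed from each library, 13 genes passed, of which 12 were among the 44. In the paired fit with the replicate block and removal of the trends with GC content and CDS length, 89 genes passed. These included 71 of the 293 genes of the paired fit and 31 of the 44.

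**Figure D2:**
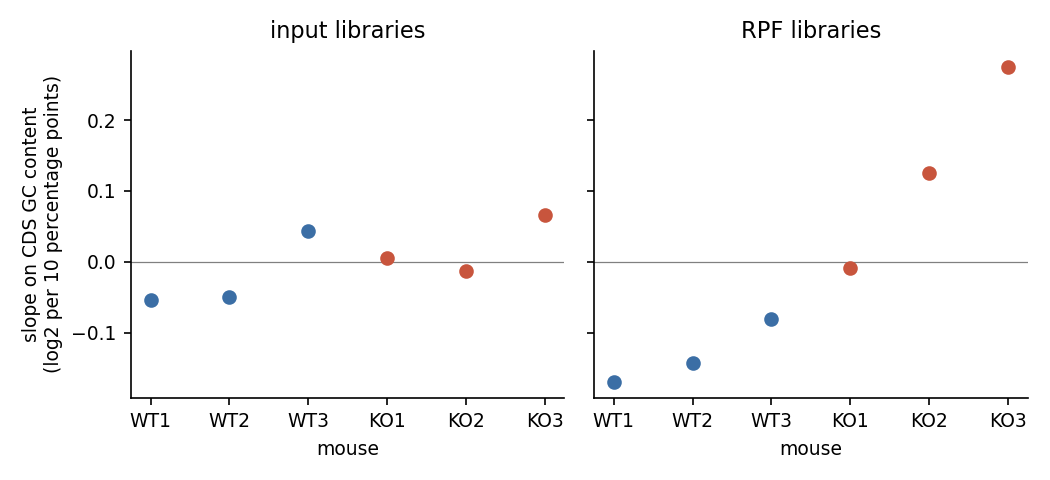
Slope of each library's log2 values on CDS GC content across genes, in log2 units per 10 percentage points of GC, relative to the mean of the 6 libraries of that kind; points are mice, blue for WT and red for KO. RPF slopes run from −0.17 in WT mouse 1 to 0.28 in KO mouse 3 with no overlap of the genotypes, whereas input slopes overlap.

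The 10 genes with the smallest RPF p-values comprised 6 lower and 4 higher in KO. Besides Mettl5, the lower genes were Mup16 (chromosome 4, 61515592 to 61519531), Cyp2c67, Cfhr2 (chromosome 1, 139804167 to 139858718), Ifi27 and Arf1 (chromosome 11, 59211412 to 59228270). Mup16 fell from 386 ± 93.5 to 93.0 ± 19.7 normalized RPF reads (SD, n = 3), with a log2 fold change of −2.04 (SE 0.28, limma adjusted p 0.00669). Mup16 belongs to a family of near-identical genes, whose reads mapping to more than a single location were dropped, so its own value is uncertain. Log2 fold changes of the other lower genes were −1.08 for Ifi27, −0.95 for Cfhr2, −0.92 for Cyp2c67 and −0.86 for Arf1. The higher genes were Arrdc4 (chromosome 7, 68736995 to 68749241), Atf5 (chromosome 7, 44812256 to 44816658), Abhd14b (chromosome 9, 106447459 to 106452923) and Ltbp4 (chromosome 7, 27305136 to 27337692). Arrdc4 rose from 9.03 ± 1.93 to 29.3 ± 1.25 normalized RPF reads (SD, n = 3), with a log2 fold change of 1.61 (SE 0.25, limma adjusted p 0.00689). Abhd14b rose from 987.1 ± 79.9 to 1946 ± 274 normalized RPF reads (SD, n = 3), with a log2 fold change of 0.97 (SE 0.14, limma adjusted p 0.00669). Atf5 changed by 1.18 and Ltbp4 by 0.87. After removal of the GC trend alone, 6 of the 10 passed in limma, and Cfhr2 (adjusted p 0.0534), Atf5 (0.0534), Ltbp4 (0.0691) and Cyp2c67 (0.0515) did not. With the replicate block and removal of both trends, 10 of the 10 passed. None of the 10 passed without KO mouse 2, where each had a limma adjusted p of 0.0519 and kept its direction. Cfhr2, Ltbp4, Ifi27, Atf5 and Arf1 did not pass without KO mouse 3, nor did Arrdc4, Cfhr2, Ltbp4 and Arf1 without WT mouse 2, Cyp2c67 and Ifi27 without WT mouse 3, and Arf1 without WT mouse 1. Of the 44 genes, 7 were Mup genes.

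**Figure D3:**
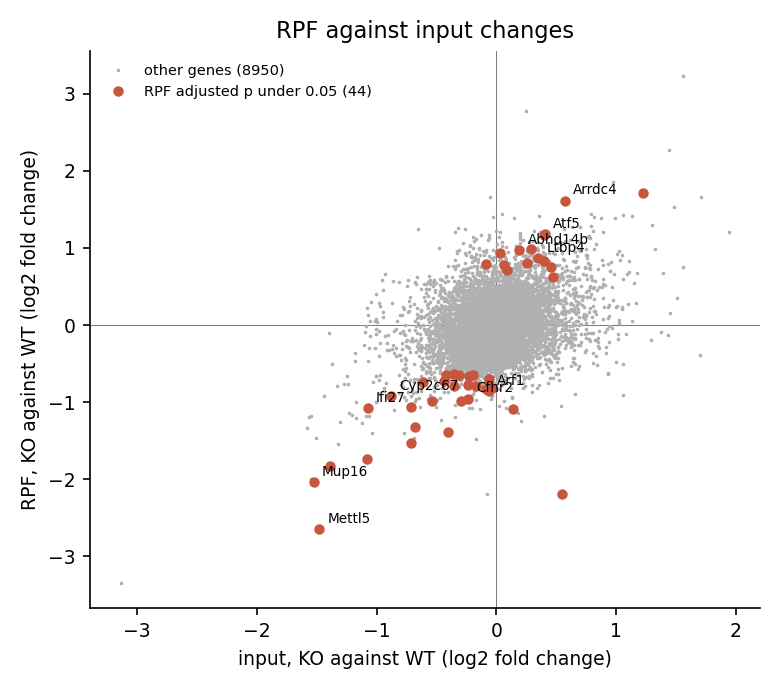
KO against WT log2 fold changes of 8994 genes in RPF (vertical axis) and input (horizontal axis), on the log2(value + 1) scale, with the 44 genes that passed an adjusted p of 0.05 in RPF in red and the 10 genes with the smallest p-values named. Most red points lie in the lower left and upper right quadrants, as 41 of the 44 genes changed in the same direction in input.

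Whether translation changed apart from transcript abundance was tested with the TE contrast, the RPF change minus the input change in one limma model over all 12 libraries. Of 8994 genes, 0 passed an adjusted p of 0.05, where the lowest adjusted p was 0.998, and 423 had an unadjusted p under 0.05, with 450 so by chance. This model takes the 12 libraries as independent. With the block of mouse, which takes TE within each mouse, 0 genes passed as well (lowest adjusted p 0.668), but 646 had an unadjusted p under 0.05, more than the 450 by chance. On simulated independent libraries of the same depth, this test recovered 81% of genes changed 4-fold and 2.5% of genes changed 2-fold. In that setting, 2-fold changes in TE were largely not detectable. With the limits of an unadjusted p of 0.05 and a 2-fold change, 101 genes were found, 59 higher and 42 lower. The alternative that moved this count most was leaving out KO mouse 1, which gave 210 genes. It was 155 without WT mouse 3, and a filter on a mean of at least 50 in each assay left 6. The block of mouse gave 130, and 135 with the replicate block in addition. The genes with the smallest TE p-values were Sdhd, which changed by 0.88 (SE 0.20), Rbm3, which changed by −2.74 (SE 0.68), and Wdr90, which changed by −2.09 (SE 0.52), each with a limma adjusted p of 0.998. Rbm3 had 3 to 9 RPF reads in KO, and Wdr90 had 2 to 8 input reads in WT, so their ratios rest on few reads. Of the 44 genes that passed in RPF, 26 had a TE p under 0.05 before adjustment.

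The authors' deposited table also gives fold changes and p-values of TE, with no p-value for 5 of its 10607 genes. In the authors' deposited table, 0 genes had an adjusted p under 0.05, the lowest being 0.969, and 383 had an unadjusted p under 0.05, with 530 so by chance. With a 2-fold change in addition, the authors' deposited table held 152 genes, of which 95 were higher and 57 lower. The log2 fold changes in the authors' deposited table and in the limma fit had a Pearson r of 0.973 across 8994 genes, and 95.2% had the same sign. Mettl5 had a log2 fold change of −1.16 and a p-value of 0.0557 in the authors' deposited table.

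Whether TE changed more widely than abundance was measured by the SD across genes of the log2 fold changes. It was 0.29 for input, 0.36 for RPF and 0.38 for TE, a ratio of TE to input of 1.30. Because TE is a difference of a pair of measurements, the same ratio was taken between mice of one genotype. It ranged from 1.10 to 1.32 over the 6 pairs of mice of the same genotype and from 1.12 to 1.32 over the 9 pairs of a KO and a WT mouse. Of the latter, the 3 pairs of littermates gave 1.20, 1.20 and 1.32, and the 6 pairs of different litters 1.12 to 1.32. The upper end of 1.32 within a genotype came from 1 pair, KO mice 1 and 3, and the other 5 pairs gave 1.10 to 1.17. Without KO mouse 3 the ratio between genotypes was 1.19, where the remaining pairs of the same genotype gave 1.13 to 1.17. The ratio of 1.30 thus lay inside the range between replicates through a single pair, and the 3 littermate pairs lay above the other 5 pairs of the same genotype.

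**Figure D4:**
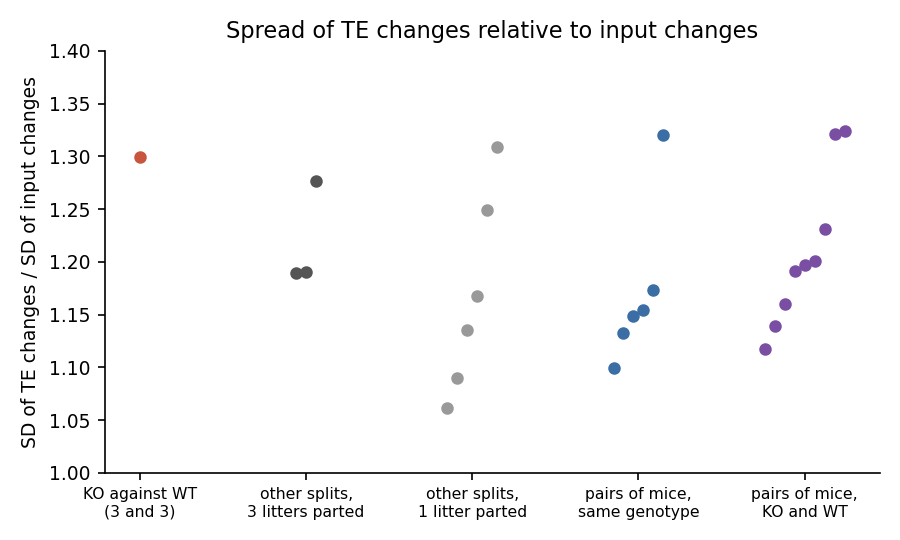
Ratio of the SD across genes of TE changes to that of input changes, for KO against WT, for the other divisions of the 6 mice into 3 and 3, and for single pairs of mice; each point is 1 comparison and the vertical axis starts at 1. The value for KO against WT, 1.30, lies within the range of 1.10 to 1.32 of pairs of mice of the same genotype, of which 1 pair exceeds it.

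Genes fixed before the data were examined and reported here were Mettl5, its neighbour Ssb, and Trmt112 and Thrsp, which the study names. In input, 1 gene, Mettl5, passed when adjusted over the list alone, taken as these 4 genes (adjusted p 0.0140, edgeR) and 0 passed over all genes tested. In RPF, 1 of the 3 genes tested, again Mettl5, passed when adjusted over the list alone (1.68e-06, limma) and over all genes. In TE, 0 of 3 passed, with an adjusted p of 0.101 for Mettl5 when adjusted over the list alone (limma). Ssb changed by 0.014 (SE 0.19) in input and −0.17 (SE 0.17) in RPF. Thrsp changed by 0.0029 (SE 0.68) in input, −0.40 (SE 0.65) in RPF and −0.29 (SE 0.92) in TE, with 226 to 752 input counts in WT and 340 to 1058 in KO. The sign of the input change of Ssb and Thrsp turned when single mice were left out. Trmt112, which encodes the partner of METTL5, had 16 to 35 input counts in WT and 10 to 49 in KO and changed by −0.71 (SE 0.36), with an edgeR adjusted p of 0.999. Its RPF values were not analysed here.

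Gene sets named before the data were examined were tested as wholes with camera, 5 sets in input and 5 in TE, with Benjamini-Hochberg adjustment over the 10 tests. Cytosolic ribosomal protein genes were higher in KO input, with a median log2 fold change of 0.11 and 54 of 79 genes higher (adjusted p 0.0140). Detoxification enzymes (glutathione, glucuronosyl and sulfo transferases) were lower in KO TE, with a median of −0.28 and 31 of 38 genes lower (adjusted p 0.0140). Neither call held under fry, where both adjusted p-values were 0.998. Each lost its significance when single mice were left out. The ribosomal set had an adjusted p of up to 0.492, reached without WT mouse 1, and the detoxification set of up to 0.234, reached without KO mouse 3. The ribosomal set also did not pass without a count filter (0.0801). After removal of the GC trend the ribosomal set had an adjusted p of 0.0227 and the detoxification set one of 0.210. Fatty acid synthesis, mitochondrial ribosomal protein and respiratory chain genes did not pass in either measure, nor did the ribosomal set in TE or the detoxification set in input. Their adjusted p-values were 0.210 to 0.960, with medians of −0.10 to 0.11. Leaving out single mice brought fatty acid synthesis in input past the threshold without WT mouse 2 (0.0191) or KO mouse 3 (0.0214), detoxification in input without KO mouse 2 (0.0333) and the respiratory chain in TE without KO mouse 1 (0.00682).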

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

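Of 521 values of 40 results recomputed under alternatives, 429 were classed as the same. Fold changes and gene sets were so classed if they kept their direction and side of the threshold, including those that passed in neither fit. For the ratio of SDs the limit was its spread over pairs of one genotype. Counts of genes had to stay near the reported count. The RPF counts of 66 (edgeR on whole reads), 63 (mean of at least 50) and 40 (no filter) were thus classed as the same as 44. Otherwise 31 were weaker, 7 stronger, 24 moved and 30 reversed. The TE count stayed at 0 genes under every alternative that gave a value, those that left out a mouse included, beside 423 genes at an unadjusted p under 0.05, or 646 with the mouse block. The input count stayed at 0 with RLE size factors, a mean of at least 50 reads, an adjusted p of 0.1 and without the 18S gene, the mitochondrial rRNA genes and Lars2.

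The input count, 0 genes as reported, was 1 with DESeq2, 30 without a count filter and 2 with the replicate block, and ran from 0 to 21 across the 6 fits that each left out one mouse, with 21 reached without KO mouse 2; the cause was not tested. The RPF count, 44 genes, was 293 with the replicate block, all 44 included, 144 at an adjusted p of 0.1, a looser limit by construction, 23 on RPF columns alone and 353 on RPF columns alone with the replicate block. It was 13 after correction for CDS GC content, and 89 after correction for GC content and length with the replicate block. Across the 6 fits that each left out one mouse it ran from 0, without KO mouse 2, to 226, without KO mouse 1, where 43 of the 44 genes were shared. With the mean of at least 50 in each assay 63 genes passed, 36 of them among the 44, and edgeR on whole reads called 66. The paired fits changed the calls of these input and RPF counts and of no other result.

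TE genes with an unadjusted p under 0.05 and a 2-fold change, 101 as reported, numbered 54 with a pseudocount of 5, which shrinks folds of low genes, 171 without a filter on low values and 6 with a mean of at least 50 in each assay, where fewer genes were tested. Across the 6 fits that each left out one mouse they ran from 74 to 210. The ratio of SDs, 1.30, ran from 1.19 to 1.37 across these fits, and blocks of litter or mouse leave it at 1.30 by construction. Its range over pairs of mice of the same genotype was 1.10 to 1.32.

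Of the gene sets, the cytosolic ribosomal set in input had an adjusted p of 0.0801 without a count filter, 0.998 under fry and 0.000200 to 0.492 when one mouse was left out. The detoxification set in TE had 0.998 under fry and 0.00116 to 0.234 when one mouse was left out; it stayed past the threshold with the replicate block (0.00802). Sets that did not pass turned their direction, near 0, under some alternatives: in input, mitochondrial ribosomal proteins without a count filter (0.960) and the respiratory chain at a mean of at least 50 reads (0.733); in TE, fatty acid synthesis without a filter (0.990), with the replicate block (0.977), the mouse block (0.877), both blocks (0.827) and under fry (0.998), and cytosolic ribosomal proteins without a filter (0.977), with both blocks (0.880) and under fry (0.998). When one mouse was left out, adjusted p-values ran from 0.0191 to 0.960 for fatty acid synthesis, from 0.199 to 0.960 for mitochondrial ribosomal proteins, from 0.230 to 0.960 for the respiratory chain and from 0.0333 to 0.960 for detoxification in input. In TE they ran from 0.880 to 0.975 for fatty acid synthesis, from 0.157 to 0.958 for cytosolic and from 0.217 to 0.958 for mitochondrial ribosomal proteins, and from 0.00682 to 0.958 for the respiratory chain, the lowest being reached without KO mouse 1. For these changes of direction and of calls the cause was not tested.

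Of single genes, the input change of Thrsp was −0.077 with the replicate block and ran from −0.73 to 0.41 when one mouse was left out, and that of Ssb from −0.095 to 0.18; the cause was not tested. For other named genes 25 values changed without reversing, 22 weaker when one mouse was left out and 3 stronger without a count filter. Without KO mouse 2 all 10 genes named for RPF lay just over the threshold, each with an adjusted p of 0.0519, and kept their direction, with log2 fold changes from −2.44 to 1.58. No value was given under the mean of at least 50 for low genes such as Mettl5 in input, nor for RPF under the mouse block, which uses TE alone. At this depth and with 3 mice per genotype, simulated 2-fold changes were recovered in 2.5% of genes in TE; the depth was not varied, so its part in this limit is not known.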

Other observations

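The following tests were chosen only after the results they bear on were seen: those of RPF depth, of CDS length, of the RPF genes lost after the GC correction, of the sex of the mice, of alleles around Mettl5, of marker lists in the input counts, of the 18S share by genotype, of Lars2 reads, and of other splits for the counts of genes. The splits divide the 6 mice into 3 and 3 in 10 ways. Of these, 4 part every litter, as the genotypes do, and the other 6 part 1 litter only. The real split is 1 of the 4, and it is included in each count out of the 10 or the 4. No share of 10 splits can fall under 0.1, so splits cannot rule out a chance division.

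The 44 genes that passed in RPF were weighed against technical explanations. The trend with CDS length accounted for at most 7.63% of the change of any of the 44, which argues against length as the cause. With GC content removed, 12 of the 44 stayed, and 31 stayed in the paired fit with GC content and length removed, so a GC trend is not the whole cause. For the 32 genes lost after the GC correction, taken as a group, a GC trend is a candidate explanation, since the RPF change rose with GC content across all genes (Spearman rho 0.455). It covers part of their change only, as the trend accounted for a median of 24.3% of it and at most 51.7%. It does not cover each gene. The log2 fold change of Armcx4 was 1.72 before and 1.77 after the correction, and that of Rbm3 was −2.19 and −2.16. Alleles of the stem cell strain around Mettl5, acting on nearby genes, were argued against as the cause of most calls by 42 of the 43 other genes, which lie on other chromosomes. Effects of such alleles on genes elsewhere were not tested. Within 20 Mb of Mettl5, 0 of 93 other genes passed, where 0.445 would by chance, which is too few to decide for that region, and 15.1% of them had an RPF p under 0.05 against 13.4% elsewhere. A depth difference between genotypes was argued against by 2 of the 3 KO libraries, whose RPF reads lay inside the WT range. Only the real split gave as many genes, 1 of the 10 splits, and the others gave 0 to 16. The other splits that part every litter gave 0. Genes with an unadjusted RPF p under 0.05 numbered 1205 in the real split. They numbered 1083 with WT mice 1 and 2 and KO mouse 1 set against the rest, and 137 to 783 in the remaining splits. In the other splits that part every litter they numbered 137 to 406. Among the genes kept, the RPF values of Mettl5, the targeted gene, went with the genotype label in each of the 6 mice. For the other genes kept, an effect of the genotype stays open, as does a chance division of the mice.

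The GC trend itself was not assigned. The RPF slopes of KO and WT libraries did not overlap, while the slopes of WT libraries alone spanned 0.090 and those of KO libraries ran from −0.0086 to 0.28, farther apart than the gap between the genotypes. In RPF the slope rose in the order of the sample numbers from WT mouse 1 to KO mouse 3. A library-to-library bias, for example in nuclease digestion or amplification, and an effect of genotype on ribosome occupancy cannot be told apart here, because every KO library lies on one side with 3 mice per genotype and the labels give no order of preparation. Input slopes overlapped between genotypes (−0.054 to 0.044 in WT, −0.013 to 0.067 in KO).

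The gene set calls were weak against other splits. For cytosolic ribosomal proteins in input, 3 of the 10 splits gave as small a camera p, and 2 of the 4 that part every litter. The lowest p of another split was 3.50e-07. The adjusted camera p was 0.0227 after the GC trend was removed, so the call did not rest on that trend alone. For detoxification enzymes in TE, 3 of the 10 splits gave as small a p, and 2 of the 4 that part every litter. Here GC content is a candidate explanation, since the adjusted p was 0.210 once its trend was removed. Whether genotype adds to either cannot be told apart from a chance division of 6 mice.

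Wider TE than input changes were seen without any difference in genotype. The ratio of SDs ran from 1.10 to 1.32 over the 6 pairs of mice of the same genotype, with 1.32 in KO mice 1 and 3, which is consistent with the noise of a difference of 2 measurements as the explanation. Without KO mouse 3, such pairs gave 1.13 to 1.17, and pairs of a KO and a WT mouse 1.12 to 1.20. The 3 pairs of littermates, at 1.20, 1.20 and 1.32, lay above 5 of the 6 pairs of the same genotype. Of the 10 splits, 2 gave as large a ratio, the real split included. Among the 4 that part every litter only the real split did, so a part of the genotype in the ratio stays open. For genes with an unadjusted p under 0.05, 9 of the 10 splits gave as many in input, and 2 of the 10 gave as many in TE. Of the 4 that part every litter, 3 gave as many in input and 1, the real split, in TE. With the mouse block 2 of the 10, the real split included, gave 646 or more, and of the 4 that part every litter only the real split. The 9 splits other than the real split ran from 279 to 683. For TE genes with a 2-fold change in addition, 3 of the 10 splits gave as many, and of the 4 that part every litter only the real split.

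Genes of the Mup family, abundant male-biased secreted proteins of the liver, were lower in KO. In RPF 14 of 14 tested were lower, with a median log2 fold change of −1.36, also with columns centred on their median, and in input 14 of 14 with a median of −0.89. The family took 1.08% ± 0.142 of RPF reads in WT and 0.660% ± 0.00602 in KO (SD, n = 3), and 0.616% ± 0.0461 against 0.428% ± 0.0584 of input reads. Of the 7 Mup genes among the 44, 1 stayed after the GC correction and 5 in the paired fit with GC content and length removed. Male-biased genes outside the family also fell in RPF, 15 of the 17 tested of 18 listed being lower (median −0.60, camera p 1.34e-06, fry p 0.0235). In input 16 of 17 were lower (median −0.42, camera p 2.95e-08, fry p 0.0458). The fall was thus not confined to the Mup family. These genes cannot tell how reads shared between paralogs affected the Mup values, since they lie outside the family. On the full input counts 15 of 17 were lower (median −0.40, camera p 5.18e-08), where fry did not pass (0.139). The values of 2 genes on this list had been seen before it was written, and the other 15 gave a camera p of 1.51e-05. GC content as the whole cause was argued against by the fall left in RPF after the trend was removed. The male-biased list then had a median of −0.53 with 15 genes lower. The Mup family had one of −1.07 with 14 of 14 lower. The camera p of the male-biased list was 4.42e-06 (fry p 0.0689). That camera p has little weight, since splits other than the real one gave ones down to 1.87e-07 before the correction. A female KO mouse was argued against by at least 423 counts of 4 Y-linked genes in each KO library, beside at least 394 in WT, and by 0 counts of Xist in all, which allows up to 3. As WT and KO mice did not differ in this, these genes cannot reveal labels swapped between genotypes. Such a swap among the RPF libraries was argued against by the RPF reads of Mettl5, 56 to 103 in WT and 9 to 12 in KO. Of the 10 splits, 3 gave as small a camera p for the male-biased list, the real split included. Among the 4 that part every litter only the real split did. Weaker male-biased expression in KO liver is a hypothesis that stays open. The expected rise of female-biased genes was neither shown nor excluded. Of 25 listed, 6 were tested in RPF (camera p 0.789, 3 higher and 3 lower). In the input counts 5 passed the filter (camera p 0.962), and 20 were tested without a filter, 14 of them higher and 6 lower (camera p 0.0526, fry p 0.355), most on few counts. Growth hormone targets did not pass as a set. Of 5 listed, 4 were tested in the table, with 2 higher and 2 lower in RPF (camera p 0.608), 0 higher and 4 lower in input (median −0.72, camera p 0.108) and 4 higher and 0 lower in TE (median 0.42, camera p 0.105). In the input counts 5 were tested, 3 higher and 2 lower (median 0.0066, camera p 0.308). Age and hormone state of the mice are untested. In TE the male-biased list did not pass (12 of 17 lower, camera p 0.469), and the Mup family had a camera p of 0.00247 but a fry p of 0.183.

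The share of input counts in the 18S rRNA gene was large and varied between libraries. It took 45.8% in KO mouse 1 (Wilson 95% interval 45.76% to 45.82%) and 63.8% in KO mouse 3. The means were 60.4% ± 2.15 in WT and 56.3% ± 9.38 in KO (SD, n = 3), with a two-sided exact permutation p of 0.9, where 0.1 is the smallest that 3 against 3 can give. The genotype therefore cannot be ruled in or out with so few mice. Uneven rRNA depletion stays open as a source of the spread. The test of it takes Lars2 reads as coming from rRNA, which was not tested. The share of Lars2 among counts outside the 18S gene rose with the 18S share across the 6 libraries (Pearson r 0.905, exact permutation p 0.0139; Spearman rho 0.886, p 0.0333), but r was 0.609 without the pair of libraries farthest from the median, KO mice 1 and 3, and −0.053 when Lars2 was taken as a share of all counts (exact permutation p 0.915). The relation thus rests on those libraries and on the denominator, and was 1 of 2 computed.

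Lars2, a nuclear gene for a mitochondrial leucyl-tRNA synthetase, ranked 1st by input in the normalized table, with 613039 to 959202 reads per library, and had 31 to 99 RPF reads. Its ratio of RPF to input, a mean log2 of −14.54, was rank 1 from the lowest of 10607 genes. Messenger RNA of Lars2 as the source of these reads is argued against by that rank, since translated messenger RNAs of such abundance would give RPF reads. A stretch that resembles rRNA was not tested. These reads made up 18.7% to 31.5% of input reads in the table, and leaving them out of library sizes with the 18S and mitochondrial rRNA genes kept the input count at 0.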
